# Transcriptome of *Taenia solium* during *in vitro* cyst activation and initial growth into the tapeworm stage

**DOI:** 10.1038/s41597-025-05141-2

**Published:** 2025-05-17

**Authors:** David Castaneda-Carpio, Renzo Gutierrez-Loli, Jose Maravi-Jaime, Segundo W. Del Aguila, Valeria Villar-Davila, Luz M. Moyano, Rafael Tapia-Limonchi, Stella M. Chenet, Cristina Guerra-Giraldez

**Keywords:** Parasitic infection, Parasite development

## Abstract

The cestode *Taenia solium* develops as a tapeworm solely in the human intestine, starting from a larva (cyst). Upon maturing, it produces hundreds of thousands of infectious eggs. When ingested by pigs or humans, the eggs develop as cysts that lodge in various tissues, including the brain, leading to neurocysticercosis. Despite advances in understanding cestode biology through genomic and transcriptomic studies, particularly in model organisms, much remains unknown about the activation of *T. solium* cysts in the human digestive tract and the events that drive the development into adult worms—the stage responsible for dispersing the parasite. We present a transcriptome generated by Next Generation Sequencing from *T. solium* cysts activated in culture and collected at three different *in vitro* growth phases, defined by their morphology. Differentially expressed genes and biological processes relevant to activation and growth can be explored with the dataset. The information is valuable for identifying genes that regulate the molecular, metabolic, and cellular events leading to parasite maturation or elements driving its transmission.

## Background & Summary

*Taenia solium* is a parasitic flatworm causing neurocysticercosis and taeniasis. Neurocysticercosis, from ingesting *T. solium* eggs, leads to neurological symptoms and can be fatal. This neglected tropical disease is common in areas with poor sanitation and free-roaming pigs, causing up to 70% of epilepsy cases where it is endemic^1^. The World Health Organization (WHO) identifies *T. solium* as a major cause of death from food-borne diseases, resulting in 2.8 million disability-adjusted life-years (DALYs) globally^2^. Infected animals also cause economic losses for farmers^3^.

*T. solium*’s life cycle involves pigs as intermediate hosts and humans as the only definitive hosts. The adult tapeworm sheds embryonated eggs in human feces. When ingested by pigs or humans, embryos travel mainly to muscles, the heart, and the brain while developing into vesicular cysts^4^. These cysts, if consumed in undercooked pork, are activated by digestive enzymes and bile salts. The activation triggers the evagination of the parasite’s scolex, a process where the scolex, containing hooks and suckers, emerges from the cyst^5^. The evagination is driven by cell proliferation at the neck, where totipotent cells play a crucial role. These cells facilitate the eversion of the scolex, which can then attach to the human intestine^6^. The parasite grows continuously by generating segments (proglottids) that produce eggs, perpetuating the cycle^4,7,8^.

Humans thus carry the parasite’s dispersal form, the tapeworm with mature proglottids. A few carriers can infect many pigs in the rural context of a developing country^9,10^. One Health strategies aim to control the disease by treating pigs and humans^11^. Mathematical models like CystiAgent highlight the importance of reducing the tapeworm’s infectious duration to curb human-to-porcine transmission^9,12^. However, the biology of this stage is the least known, and studying it is challenging, due to ethical and practical issues associated with humans as hosts.

The parasite’s genome^13^ and partial transcriptomes have provided insights into its development^14,15^. Comparative studies have identified common genes and pathways, including whole-transcriptome analyses with Next Generation Sequencing of cestodes *Echinococcus*^16^, *Hymenolepis*^17^, and other *Taenia*^18,19^. Still, the life cycles of these species differ significantly from *T. solium*, leaving a critical gap in understanding *T. solium*’s specific molecular and cellular mechanisms during cyst activation and subsequent development into the adult worm. Single-gene approaches have focused on the early development of bile-activated cysts^20^. Bile salts have long been used to catalyze the *in vitro* transition to the adult stage^21,22^, but the transcriptomic program triggered by this treatment—mimicking cyst activation in the human intestine—has not been characterized.

Our aim is to provide information about *T. solium*’s cyst activation and growth into the adult intestinal form. We incubated fresh cysts extracted from naturally infected pig muscle, adding a bile acid, taurocholic acid (TA), for cyst activation. We empirically determined three morphological phases—one before and two after scolex evagination—, collected samples at each phase, and performed RNA-Seq. We assessed the quality of the sequencing reads and mapped them to the *T. solium* reference genome (Fig. 1a).

**Fig. 1:**
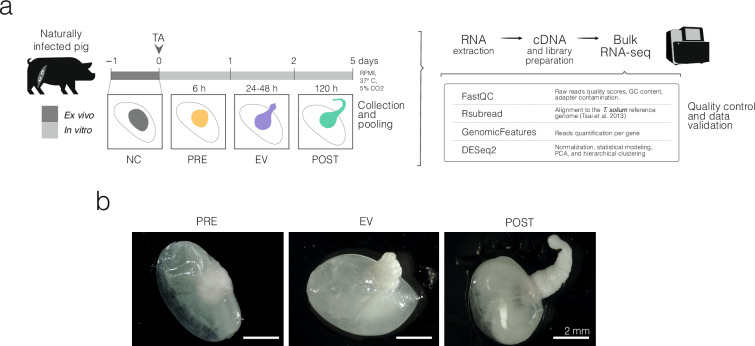
Experimental design and morphological phases of *T. solium* cysts around the evagination of the scolex *in vitro*. (**a**) Overview of the *in vitro* culture and sampling strategy. *T. solium* cysts from naturally infected pigs were cultured in RPMI medium at 37 °C with 5% CO_2_. Taurocholic acid (TA) was added at time zero. Samples collected at three distinct moments correspond to different morphological phases around scolex evagination: PRE (6 h *in vitro*), EV (24–48 h *in vitro*), and POST (120 h *in vitro*). RNA extraction, cDNA synthesis, and bulk RNA sequencing followed. Bioinformatic analyses included quality control (FastQC), alignment (Rsubread), gene quantification (GenomicFeatures), and statistical analysis (DESeq 2). (**b**) Representative images of cysts from each group.

The dataset^23^ can serve as a starting point for exploring condition-specific gene expression patterns through differential gene expression and gene enrichment analyses. For example, the groups selected for the transcriptome allow discrimination between events happening on parasites before and after TA-induced evagination of the scolex.

Few *Taenia solium* genomes and transcriptomes are available; therefore, reliable functional annotations for each gene are lacking. In the WormBase ParaSite database, only 6,168 (49.5%) have at least one associated Gene Ontology (GO) term, with a mean of 2.499 GO terms per gene. To provide more elements to analyze and compare, we enhanced the data available in public repositories by functional annotation with blast2GO^24^. This added 3,317 newly annotated genes (26.6% of the total 12,467 *T. solium* coding sequences^13^) and 9,821 extra GO terms. Our blast2GO annotation assigned at least one GO term to 9,485 (76.1%) genes present in WormBase ParaSite, with a mean of 15.426 GO terms per gene, leaving only 2,982 (23.9%) genes without annotation. Additionally, we generated a custom annotation package with AnnotationForge^25^ to facilitate over-representation analysis using clusterProfiler^26^, enabling a more detailed exploration of the biological processes active in the parasite.

This dataset^23^ offers the first transcriptome focused on the *T. solium* cyst activation and development into a tapeworm, processes naturally occurring inside the human host. By associating transcripts to phases surrounding cyst activation, the data provides a foundation for future research on gene function in *T. solium* early-adult development and a model to examine scolex evagination and strobilation at multiple molecular, cellular, histological, and morphological levels. Further investigation could uncover regulatory elements and pathways triggering and modulating the maturation of *T. solium* in the human intestine.

## Methods

### Ethics statement

The study protocol was revised and approved by the Animal Care and Use Committee (CIEA, in Spanish) at Universidad Peruana Cayetano Heredia (CIEA certificates 040-09-22, R 040-09-23, and R 040-09-24, valid until August 2025). The CIEA states details for the proper housing, feeding, and handling of animals used in research, including euthanasia. This committee is registered with the Office of Laboratory Animal Welfare of the Department of Health and Human Services of the National Institutes of Health (NIH—USA) with Assurance Number F16-00076 (A5146-01), valid until August 31, 2026.

### Collection of *T. solium* cysts from pig muscle

*Taenia solium* cysts (n = 500) were collected under aseptic conditions at Universidad Peruana Cayetano Heredia’s Global Health Center in Tumbes, Peru. The parasites were excised from the muscle tissue of a naturally infected pig carcass using sterile scalpels, ensuring that the surrounding capsule of inflammatory infiltrate and collagen was removed entirely. Upon collection, cysts were washed three times in sterile 50-mL Falcon tubes with cold transport solution (1X PBS, pH 7.2, with Gibco^TM^ Antibiotic-Antimycotic to the following final concentrations: 100 units/mL penicillin, 100 μg/mL streptomycin, and 250 ng/mL amphotericin B). Each wash involved gently inverting the tube several times over a period of 3 minutes; the solution was replaced between washes. Cysts were transferred to sterile 50-mL Falcon tubes (up to 100 cysts per tube) with at least twice their volume of fresh transport solution and packed in an insulating container that was kept below 12–15 degrees until its arrival by air freight to the university laboratories in Lima.

### *In vitro* scolex evagination and morphology of activated parasites

Cysts arrived at the laboratory approximately 16 hours after collection and were washed three times with transport solution like before, maintaining an aseptic environment. After shipping and washing, most cysts maintained their characteristics: intact, white, or translucent oblong-shaped vesicles without atypical coloration, filled with a clear fluid (Fig. 1b). Cysts were then distributed for different purposes; 84 were used for the present study.

Twelve cysts were placed each in 1 mL of RNAlater® solution (R-0901, Sigma Aldrich) and stored at −20 °C until RNA extraction. These *ex vivo* cysts were defined as non-cultured (NC).

For culture, washed cysts were transferred to culture plates with sterile Pasteur pipettes, working in a laminar flow hood. Each one of 72 cysts was incubated in 1.5 ml filtered sterilized RPMI 1640 medium (pH 7.4), supplemented with 2 g/mL NaHCO_3_ (Merck®, Burlington, MA), 1.6 µM β-mercaptoethanol, and Gibco™ Antibiotic-Antimycotic in the concentrations described above. One cyst per well was placed in three Costar® 24-well clear Tissue Culture-treated surface plates (Corning®, Corning, NY, USA) at 37 °C and 5% CO_2_ in a sterile incubator (VWR Symphony Incubator) for up to five days. The medium of 36 of the 72 cysts included 0.1% taurocholic acid (TA) (Sigma, St. Louis, MO, USA). Therefore, half of the samples were TA+ and half TA-. The medium was replaced every 24 hours. Cysts were collected in three distinct moments: cysts with non-evaginated scolex, after 6 hours *in vitro*, TA+ and TA- (defined as “pre-evagination”: PRE TA+ and PRE TA-); cysts with recently exposed scolex, approximately after 24–48 hours *in vitro* (defined as “recent evagination”: EV TA+ and EV TA-); and cysts having fully evaginated the scolex, already showing some proglottids, after 120 hours *in vitro* (defined as “post-evagination”: POST TA+ and POST TA-). After culture, all parasites were washed with 1X PBS to remove residual media, and preserved at −20 °C in 1 mL RNAlater® solution until RNA extraction. Evagination curves were made along the 120 hours *in vitro*.

### RNA isolation

RNA was extracted from 12 samples (cysts) of each of the seven groups (NC, PRE TA+, PRE TA-, EV TA+, EV TA-, POST TA+, POST TA-; n = 84 cysts) using the Quick-RNA Miniprep Plus Kit (Zymo Research, R1058). Each preserved cyst was placed on a sterile Petri dish, and its vesicle was carefully removed with a sterile scalpel, leaving only the parenchymatous portion (scolex, neck, and eventual proglottids). Samples were independently washed thrice with molecular biology grade water (Molecular grade; Fisher Scientific), then embedded in 600 µL of DNA/RNA Shield (Zymo Research, R1058), and admixed with a sterile tissue homogenizer tip (Omni International, Kennesaw, GA) on ice, followed immediately by a 30-min treatment with 60 mg of Proteinase K (Zymo Research, D3001-2-60). RNA was isolated following the manufacturer’s protocol, with an extra washing step with 400 µL of RNA Wash Buffer (Zymo Research, R1058) before final RNA isolation. The protocol included DNAse I treatment (Zymo Research, E1009-A (250 U)). As recommended by the manufacturer, a mix of 5 µL of DNase I (1 U/µL) and 75 µL of DNA Digestion Buffer (Zymo Research, R1058) was added directly to the silica column matrix (Zymo-Spin™ IIICG Columns) containing processed samples, for a 15-min incubation at room temperature (20–30 °C). RNA yield was measured by spectrophotometry with NanoDrop® (Thermo Fisher Scientific, Waltham, MA, USA), and approximately 300 ng of RNA were loaded into a 1.5% agarose/1% bleach gel to test its integrity by electrophoresis (35 minutes at 100 V)^27^.

### RNA-Seq library construction and sequencing

We constructed 21 libraries, three for each of the seven groups (NC, PRE TA+, PRE TA-, EV TA+, EV TA-, POST TA+, POST TA-). Each library was made from RNA from four cysts, pooling 125 ng of independently extracted RNA for a final 500 ng/library. Following the manufacturer’s instructions, the Illumina® Stranded mRNA Prep Ligation Kit (Illumina, 20040532) was used to construct libraries indexed with the IDT for Illumina RNA Unique dual (UD) Indexes. Briefly, Oligo(dT) RNA purification magnetic beads (RPBX, Illumina, 20040532) allowed for polyA-RNA selection and excluded ribosomal RNA. Fragmentation of purified mRNA, cDNA synthesis of the first and second strands, and ligation of the Illumina RNA UD Indexes Set A followed. The libraries were amplified by 13 PCR cycles and quantified using the Qubit™ dsDNA High Sensitivity (HS) Assay Kit (Thermo Fisher Scientific, Q32851). The library fragment sizes and their integrities were verified on 2% agarose gel electrophoresis.

Each library was diluted to a starting concentration of 1 nM, and the 21 libraries were combined using 10 μL of each diluted library. The combined libraries were denatured and diluted to a final concentration of 1.4 pM before sequencing. Libraries were sequenced for 75 cycles in paired-end mode with a high output kit on the Illumina NextSeq 500 platform (Illumina, San Diego, CA, USA) according to the Illumina protocol. FASTQ files were generated using the bcl2fastq software (Bcl2Fastq; Illumina). FASTQ data was deposited in GEO (GSE288552)^23^.

### RNA-seq data analysis

Quality control of the reads was assessed with FastQC (version 0.12.0)^28^. Removal of Illumina adapter sequences and trimming of the reads with a phred + 33 quality score below 20 was done using BBDuk (BBMap version 38.90)^29^. Reads were mapped to the *T. solium* genome (assembly GCA_001870725.1)^13^ using the default settings of RSubread (version 2.17.4)^30^. Gene abundance was calculated with GenomicFeatures (v. 1.52.1)^31^ using predicted gene annotations available in the WormBase ParaSite database (version WBPS18)^13,32^.

Variance-stabilized counts were calculated using a generalized linear model that assumes a negative binomial distribution of count data, implemented by DESeq 2 (v.1.40.2)^33^, and were used for a principal component analysis (PCA) using the 500 genes with the highest variance. Additionally, hierarchical clustering was performed across all sample counts by calculating a Euclidean distance-based matrix.

### Functional annotation of the *T. solium* genome

We retrieved full-length *T. solium* transcript sequences from the WormBase Parasite database (PRJNA170813)^13,32^. After importing the sequences into Blast2GO (OmicsBox suite)^24^, we replaced duplicate IDs and added descriptions. A DIAMOND blastx search was conducted against the NR database with an E-value of 1 × 10^−^^5^ and a taxonomy filter for Platyhelminthes (6157), Trematoda (6178), Cestoda (6199), and Nematoda (6231).

We used InterProScan^34^ version 5.69–101.0 (July 2024) to identify conserved domains, motifs, and signal peptides, applying various databases; see Table 1. High-confidence functional annotations were assigned using an E-value threshold of 1 × 10^−^^6^, an annotation cutoff of 55, and a GO weight of 5. Additionally, we integrated functional annotations from eggNOG 5^35^ to enhance annotation quality with orthologous group information using a seed ortholog E-value filter of 1 × 10^−^^5^ and a seed ortholog bit-score filter of 60.0.

**Table 1:** Summary of the InterProScan results obtained for gene function annotation with the Blast2GO suite.

Database	Total # of hits	Total # of unique hits
CATH-GENE3D (Protein families and domain architectures)	12030	1656
PANTHER (Gene/protein families and functional classification)	7350	3735
PFAM (Protein families and domains)	10189	3623
PHOBIUS (Transmembrane and signal peptides prediction)	22540	7
PRINTS (Protein family ‘fingerprints’ - groups of conserved motifs)	1670	428
PROSITE_PROFILES (Protein families, domains and functional sites - position specific score matrices)	7553	702
TMHMM (Transmembrane helices prediction)	6630	1
FUNFAM (Protein structural domains)	3362	2318
SUPERFAMILY (Protein structural and functional annotation)	9639	865
SMART (Signaling and modular protein domains)	4578	728
CDD (Conserved domains in protein sequences)	3736	1611
PROSITE_PATTERNS (Protein families, domains and functional sites - short sequence motifs)	3003	420
COILS (Coiled-coil domain prediction)	3187	1
PIRSR (HMMs and rules to match sites, such as catalytic sites, and binding sites)	14279	703
SIGNALP (Signal peptide prediction)	1292	5
NCBIFAM (Curated protein families)	504	326
PIRSF (Protein families based on evolutionary relationships)	410	301
HAMAP (Conserved protein families or subfamilies)	208	182
SFLD (Sequence-structure-function relationships)	60	22
ANTIFAM (Spurious or misannotated protein families)	1	1

The total number of hits and unique hits for each database across 12,356 *T. solium* coding sequences retrieved from WormBase ParaSite (PRJNA170813) are shown.

Finally, we exported the annotated data into R^36^ (version 4.4.2), creating a custom annotation package using the makeOrgPackage() function from AnnotationForge^25^ for downstream analyses. This process provides a solid framework for exploring the functional roles of *T. solium* genes across different conditions.

## Data Records

This dataset consists of bulk RNA-seq data from 21 samples, representing seven experimental groups, each with three biological replicates. 

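The deposited table gives the raw count of 12356 T. solium genes in 21 libraries, 3 for each of 7 groups. Taurocholic acid (TA), a bile acid, was present at 0.1% in the medium of the TA+ groups. Each library was made from the RNA of 4 cysts whose vesicle had been removed, so that the counts describe the scolex, the neck and any proglottids. PRE parasites were collected after 6 h and EV parasites, recognized by the newly exposed scolex, between 24 and 48 h. The hours of each EV library are not given in the sources used here. For POST parasites the paper and the sample titles give 120 h, whereas the treatment notes of the submission give a window of 48 to 120 h. The authors trimmed the paired-end reads with BBDuk, mapped them with Rsubread and counted them on the gene models of WormBase ParaSite, without normalization. The strand setting of the counting and the rule for reads that map to several places are not given in the sources used here. The counts in genes per library, in M (mega-counts), lay between 8.81 and 11.4 M in NC, 7.69 and 17.1 M in PRE TA-, 8.14 and 11.3 M in PRE TA+, 7.71 and 10.8 M in EV TA-, 9.68 and 23.3 M in EV TA+, 10.1 and 16.1 M in POST TA-, and 6.86 and 15.6 M in POST TA+. The paper's reported mean of 15.89 M is in mapped reads, while the values here rest on counts in genes, with a mean of 11.6 ± 3.92 M (SD, n = 21 libraries). Groups were compared gene by gene with edgeR's quasi-likelihood test after TMM normalization and its filter on low counts, in separate fits of NC with PRE, PRE with EV, and EV with POST. A gene is called a differentially expressed gene (DEG) at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change above 1 or below -1. The fold threshold is the paper's, and the p threshold was added because the paper's text names none. Levels of single genes are given as CPM, TMM-normalized counts scaled to a common library size. The Methods describe cysts from a naturally infected pig carcass and no source used here assigns the replicates to different animals, so the p-values measure the spread between pools of cysts. The files used here do not pair the gene identifiers with names, and genes are therefore named by identifier. The authors' own functional annotation, kept in a separate repository, was not used.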

Each sample comprises four pooled *Taenia solium* cysts. The groups include non-cultured parasites (NC); non-evaginated parasites cultured for 6 h without TA (PRE TA-) or with TA (PRE TA+); early-evaginated parasites cultured between 24 and 48 h without TA (EV TA-) or with TA (EV TA+); and fully evaginated parasites cultured for 120 h without TA (POST TA-) or with TA (POST TA+). The raw sequencing data and gene counts matrix are available in the Gene Expression Omnibus (GEO) under accession number GSE288552^23^, while the *T. solium* genome can be accessed via WormBase ParaSite^13,32^.

Scripts and data used for validating and analyzing the transcriptome of *T. solium* activated cysts, which will allow the users interested in the dataset to explore and mine data to generate hypotheses, are available at Zenodo^37^ (10.5281/zenodo.14814788). The pipeline includes quality control, trimming, read mapping, and count matrix generation for validating read quality and mapping to the *T. solium* reference genome. It also features clustering analysis for experimental group validation, and functional annotation. Data analysis scripts cover tasks such as PCA, hierarchical clustering, and functional annotation with the corresponding files for a custom annotation package. In addition, this repository contains a summary table of mapped reads (table_reads_summary.xlsx), raw count matrices (counts.RData), the DESeq 2 object (dds.RData), and functional annotations (Tsolium_annotation_full-export.xlsx).

## Technical Validation

Working permanently in aseptic conditions (clean environments and disinfected or sterile materials) in Tumbes and Lima reduced contamination risk. Veterinarians used protective personal equipment to extract cysts from pig muscle tissue, and surfaces were disinfected with 70° alcohol. Plastic materials were sterile or disinfected, and metal or glass materials were autoclaved. Cysts were extracted with new, sterile scalpel blades, and placed in sterile glass Petri dishes with cold transport solution during the 2–3 h collection procedure. This solution was prepared by autoclaving 1X PBS, adding antibiotics after cooling down, and filtering through 0.22 μm filters. All cysts were inspected to ensure that they were free from any host’s remnants. The transport solution was replaced between all washes done in both laboratories. After culture, special care was taken to keep aseptic conditions. All cultured cysts (elongated vesicles, approximately 1 cm long) looked healthy, with a smooth surface and clear content. The removal of the vesicle and its contents, as well as washing the resulting “juvenile” worm, meant that RNA was extracted only from the actual tissue involved in development and growth, avoiding background from senescent or decaying tissue, as well as contamination from any improbable pig material that could have been absorbed by the cyst before being excised from its host and had remained viable through all the processes.

When measured by NanoDrop, the A260/A280 ratios for RNA were between 1.8 and 2.0. Additionally, the 18S and 28S ribosomal RNA bands were clearly visible in total RNA run on denaturing 1.5% agarose gel. All 21 libraries run on a 2% agarose gel showed a minimum size of ~250 bp in length. We estimated that our 21 libraries could be sequenced with one cartridge using the NextSeq 550 system with the High Output kit v2.5 from Illumina (Illumina, U.S.A.). Based on the human genome (3.1 billion base pairs), the commercial recommendation is 50 million reads for a transcriptome (16 transcriptomes with one cartridge). Considering that the *T. solium* genome (around 122 million base pairs) is 25 times smaller than the human genome, we estimate that 30 million reads are enough to cover each of the transcriptomes we wish to compare. Therefore, 400 million reads allowed sequencing of the seven groups’ biological triplicates (i.e., 19 million reads per transcriptome). These triplicates are also based on pools of individuals, giving more power to the output.

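At the depth obtained, between 10822 and 11167 genes were detected per library with at least 1 count (median 10957). Between 9638 and 10163 genes had 10 or more counts. Over all libraries 11768 genes were detected and 588 had no count. The counts in genes summed to 244 M. The library with the most counts had 3.40 times those of the smallest, while the number of genes with 10 or more counts varied 1.05-fold. After every library was thinned at random to the smallest total of 6858417 counts, between 9476 and 9682 genes still had 10 or more.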

Data replicability was assessed by performing a principal component analysis (PCA) on the counts per sample for the 500 most variable genes (Fig. 2a). 

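NC, PRE and EV parasites lay at separate places of the PCA. Along PC1, which held 49.4% of the variance, the mean score was -33.6 ± 0.994 in NC (SD, n = 3), -9.90 ± 3.07 in PRE TA-, -9.05 ± 1.75 in PRE TA+, 3.34 ± 4.17 in EV TA- and 21.0 ± 2.65 in EV TA+. Along PC2, with 24.0% of the variance, parasites with TA scored higher than those without in PRE (18.7 ± 2.18 and 7.77 ± 3.22) and in EV (11.1 ± 3.78 and -12.1 ± 2.13), more than the SD between replicates. POST parasites were spread along both axes. Their PC1 scores were 15.8 ± 18.5 in POST TA- and 12.4 ± 11.1 in POST TA+, and their PC2 scores were -10.9 ± 15.6 and -12.0 ± 10.7. PC1 and PC2 together held 73.4% and PC3 added 9.80%. The scores were computed from DESeq2's variance-stabilized counts with the tool's default settings, and the sign of each axis is arbitrary.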

The first two principal components (PCs) accounted for 73.35% of the total variance. 

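Of the 15 NC, PRE and EV libraries, 14 had both replicates of their own group as their nearest libraries. The exception was EV TA- replicate 1, whose second nearest library was POST TA+ replicate 1. None of the 6 POST libraries had both replicates of its own group as its nearest libraries. The mean distance between replicates was 29.3 in NC, 29.9 in PRE TA-, 32.4 in PRE TA+, 41.6 in EV TA- and 30.2 in EV TA+ (n = 3 pairs each). It was 66.5 in POST TA-, with pairs from 47.4 to 77.4, and 45.2 in POST TA+, with pairs from 32.5 to 51.9. These are Euclidean distances between variance-stabilized counts of all genes. The POST groups averaged 1.71 times the other groups (exact permutation test over the 21 choices of 2 groups, one-sided p = 0.0476, the smallest that 21 choices allow). POST was chosen for this test from the paper's description of these same libraries, so the p is no independent support. Replicates 2 and 3 were 47.4 apart in POST TA- and 32.5 in POST TA+, against 34.4 to 46.1 inside EV TA-.

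**Figure D1:**
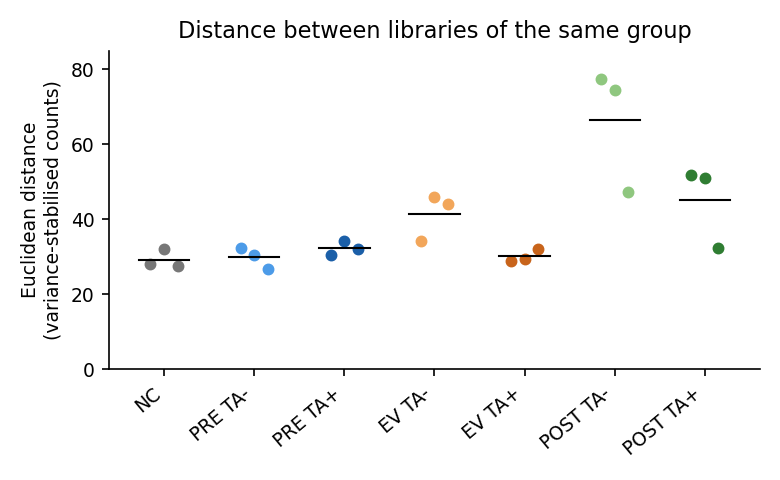
Euclidean distance between each pair of replicates of a group (vertical axis, variance-stabilized counts of all genes). Points are the 3 pairs of each group and the horizontal line is their mean. In POST TA-, 1 pair lies at 47.4 and the others at 74.5 and 77.4.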

PCA revealed clustering of biological replicates according to their experimental condition, except for POST parasites in both TA- and TA+, likely reflecting higher variability due to prolonged *in vitro* conditions. 

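With TA, 509 genes differed in EV parasites, 378 higher and 131 lower in EV TA+ than in EV TA-. Since the hours of each EV library are not given, TA and time in culture cannot be told apart here or in the interaction with phase. TsM_000213100 rose from 0.698 ± 0.678 CPM in EV TA- to 69.8 ± 25.9 CPM in EV TA+ (SD, n = 3), a log2 fold change of 6.54 (standard error 0.71, adjusted p = 1.93e-04 from edgeR). TsM_000833000 rose from 1.50 ± 0.645 to 61.0 ± 53.3 CPM, with a log2 fold change of 5.39 (standard error 0.76, adjusted p = 9.38e-04 from edgeR). TsM_000691800 fell from 9.26 ± 10.2 to 0.241 ± 0.213 CPM, with a log2 fold change of -5.08 (standard error 1.09, adjusted p = 0.00769 from edgeR). TsM_000368100, at 0.915 ± 0.582 CPM in EV TA-, had no count in EV TA+ and was at least 13.4-fold lower there, against a floor of 3 counts over the group (adjusted p = 0.00196 from edgeR). Without EV TA- replicate 2 the log2 fold changes of TsM_000213100 and TsM_000691800 were 7.65 and -3.73, and without EV TA+ replicate 2 that of TsM_000833000 was 4.36. The 2 groups did not overlap in 36.9% of all tested genes. Chance gives such a separation for 10% on average, but genes vary together, so a single split can lie far from that share. The 9 distances between an EV TA- and an EV TA+ library, from 50.3 to 66.2, were all larger than the largest distances inside EV TA- (46.1) and inside EV TA+ (32.1). TA accounted for 57.0% of the variation among the 6 EV libraries, the largest share of 10 splits (exact permutation p = 0.1, the smallest that 3 against 3 allow).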

Notably, EV parasites, whether stimulated or not with TA, formed two distinct clusters. PRE parasites clustered together and apart from NC, EV, and POST parasites. 

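Between NC and PRE parasites 787 genes differed, 445 higher and 342 lower in PRE (mean of PRE TA- and PRE TA+). TsM_001213000 had no count in NC and reached 26.3 ± 1.75 CPM in PRE TA- and 25.6 ± 17.7 CPM in PRE TA+ (SD, n = 3), at least 256-fold higher than a floor of 3 counts over the group (adjusted p = 0.00432 from edgeR). TsM_000972300, also without a count in NC, was at least 68.4-fold higher in PRE (adjusted p = 0.00169 from edgeR). TsM_000593600 fell from 681 ± 49.7 CPM in NC to 22.1 ± 3.71 in PRE TA- and 20.4 ± 3.01 in PRE TA+, a log2 fold change of -5.01 (standard error 0.10, adjusted p = 1.43e-11 from edgeR). TsM_000314900 fell from 8.98 ± 1.00 CPM, with a log2 fold change of -4.80 (standard error 0.26, adjusted p = 7.03e-09 from edgeR). For each of the 6 PRE libraries the 5 nearest libraries were the other PRE libraries. The mean distance to EV TA- was 56.1 from PRE TA- (51.4 to 61.5) and 64.2 from PRE TA+ (60.1 to 68.9). PRE TA+ lay at 63.9 from EV TA+ (60.6 to 65.7), a range that overlaps with that to EV TA-.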

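Among the 18 cultured libraries, phase accounted for 38.7% of the variation in expression over all genes. TA accounted for a further 8.63%. The share for phase was larger than that of phase labels exchanged between libraries of the same TA arm (PERMANOVA, pseudo-F 5.13, permutation test with 100000 resamples, p = 3e-05). The share for TA was larger than that of most of the 8000 exchanges of TA labels within phases (pseudo-F 2.29, exact permutation p = 0.0293). Within single phases, TA accounted for 51.2% among PRE parasites, the largest of 10 splits. It accounted for 25.5% among POST parasites, where 3 of 10 splits gave as much (exact permutation p = 0.3). With TA labels exchanged only within same-numbered POST pairs, chosen after seeing the data, TA held 57.5% of the variation left after the pair means, the largest of 4 splits (exact permutation p = 0.25, the smallest that 3 pairs allow). A difference between these shares was not tested.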

Clustering indicates that both group/phase and TA influence gene expression profiles.

**Fig. 2:**
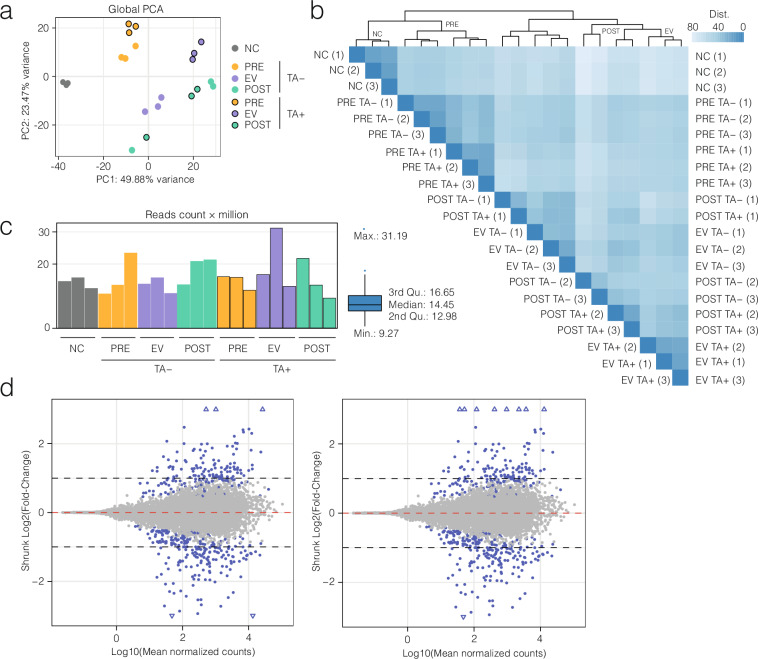
Quality control and validation analysis of transcriptomic data across cyst developmental phases and TA treatment. (**a**) Principal Component Analysis (PCA) plot showing global transcriptomic variation among samples. Samples cluster primarily by parasite group and phase (represented by colors) and secondarily by TA treatment (denoted by outlined circles). (**b**) Hierarchical clustering heatmap of sample-to-sample distances based on variance-stabilized transformed counts. Clustering reflects developmental phases and TA conditions, supporting the consistency of sample grouping. (**c**) Sequencing depth (mapped reads) per replicate, with or without TA treatment (bar plot) and overall distribution (boxplot). Read counts range from approximately 9 to 31 million per sample, with a median of ~14.5 million. (**d**) MA plots displaying the shrunk log_2_ fold-change relative to the log_10_ of mean normalized counts, comparing EV vs. PRE in the absence (left) and presence (right) of TA.

Hierarchical clustering of samples (Fig. 2b) further highlighted a single cluster encompassing NC and PRE parasites. 

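The 9 NC and PRE libraries formed 1 branch of the tree. Within it, the 3 NC libraries formed a branch of their own beside that of the 6 PRE libraries. NC parasites lay at a mean distance of 59.6 from PRE TA- and 68.4 from PRE TA+. They lay farther from EV TA- (75.4), POST TA+ (80.2), EV TA+ (89.2) and POST TA- (91.0). The NC and PRE branch was found with complete, average and Ward linkage on variance-stabilized counts, and with complete linkage on log2 CPM, on the 500 most variable genes and, chosen after seeing the data, on counts stabilized with knowledge of the groups.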

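After 6 h of culture, 239 genes differed with TA, 139 higher and 100 lower in PRE TA+ than in PRE TA-. TsM_000965300 rose from 0.348 ± 0.155 to 6.50 ± 0.192 CPM (SD, n = 3), a log2 fold change of 4.23 (standard error 0.47, adjusted p = 1.56e-04 from edgeR). TsM_000402700 rose from 0.276 ± 0.196 to 5.98 ± 1.26 CPM, with a log2 fold change of 4.14 (adjusted p = 8.09e-05 from edgeR), or 5.06 without PRE TA- replicate 3. TsM_000027200 fell from 2.16 ± 0.265 to 0.413 ± 0.216 CPM, with a log2 fold change of -2.45 (adjusted p = 0.00790 from edgeR). TsM_001208700 had a log2 fold change of -2.05 (adjusted p = 0.0195 from edgeR), which did not pass without PRE TA- replicate 1 or 2 or PRE TA+ replicate 2 or 3 (highest adjusted p 0.0833). PRE TA- and PRE TA+ each formed a branch, and libraries of the 2 groups were 44.7 apart on average (38.8 to 49.6). With the tree divided into 2 clusters under complete linkage, the cluster of NC held 14 libraries: those of NC, PRE and EV TA-, and replicate 1 of POST TA- and of POST TA+. Under average or Ward linkage, or on log2 CPM, it held 9, those of NC and PRE. The count of 239 DEGs became 146 without PRE TA+ replicate 1 and 159 when all 21 libraries were fitted together.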

PRE parasites formed two subclusters based on treatment, while NC and PRE parasites were clearly distinct in gene expression from EV and POST parasites. Additionally, the impact of TA on gene expression in EV cysts was evident, as they formed two well-differentiated subclusters based on treatment. 

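The change from PRE to EV itself differed with TA in 524 genes, by a test of the interaction. In 380 of them the change was more positive with TA, and in 144 more negative. TsM_000271900 had a mean of 49.1 ± 33.4 CPM in PRE TA- and 4.59 ± 3.56 CPM in EV TA- (SD, n = 3), but 103 ± 24.7 CPM in PRE TA+ and 132 ± 11.9 CPM in EV TA+. Its interaction was 3.75 on the log2 scale (standard error 0.74, adjusted p = 0.00775 from edgeR), 3.08 without PRE TA- replicate 1 and 4.61 without EV TA- replicate 1. TsM_000213100 had an interaction of 4.30 (adjusted p = 0.0210 from edgeR), which did not pass without PRE TA- replicate 1 or EV TA- replicate 1 or 3, or with all libraries in a single fit (highest adjusted p 0.341). TsM_000691800 had an interaction of -6.94 (adjusted p = 0.0277 from edgeR), lost without PRE TA- replicate 1, 2 or 3, PRE TA+ replicate 1 or 2, or EV TA+ replicate 2 (highest adjusted p 0.0821). Without EV TA- replicate 2 these 2 interactions were 5.39 and -5.60. TsM_000368100 passed the same test (adjusted p = 0.00268 from edgeR), though not with all libraries in a single fit (adjusted p = 0.0569 from edgeR), and DESeq2 gave it no adjusted p. No fold is given for it, since it had no count in EV TA+. Of the 524 genes, 245 were also DEGs for TA in EV and 75 in PRE. When all 21 libraries shared a fit, 268 genes passed. From the clusters of the PCA, the paper takes both the phase and TA to influence the expression profiles.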

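Replicate 1 of POST TA- and replicate 1 of POST TA+ differed from the other POST replicates and had each other as nearest library, at a distance of 41.9. Their mean distances to the EV TA- libraries were 48.5 and 45.6, and to the EV TA+ libraries 75.4 and 67.4. TsM_000213100, singled out for POST after its values were seen, was at 0.297 CPM in replicate 1 of POST TA- against 509 and 713 CPM in replicates 2 and 3. In POST TA+ it was at 0.313 CPM in replicate 1, 28.9 CPM in replicate 2 and 3.05 CPM in replicate 3. With TA, 64 genes differed between POST TA+ and POST TA-, 32 in each direction. TsM_000500500 had a log2 fold change of 2.58 (standard error 0.55, adjusted p = 0.0441 from edgeR) and TsM_000576400 of 2.33 (adjusted p = 0.0377 from edgeR), or 3.25 without POST TA- replicate 3. TsM_001000500 fell from 128 ± 38.4 to 26.6 ± 2.90 CPM (SD, n = 3), a log2 fold change of -2.26 (adjusted p = 0.0235 from edgeR), and TsM_000916800 had one of -2.62 (adjusted p = 0.0409 from edgeR). None of these 4 genes passed when POST TA- replicate 2 or any POST TA+ replicate was left out, or when the POST groups were fitted alone. TsM_000500500 also did not pass without both POST libraries numbered 1, and TsM_000916800 without POST TA- replicate 3 or with POST libraries alone and the replicate block. The count of DEGs was 478 without POST TA- replicate 1 (140 higher and 338 lower in POST TA+), 2 without its replicate 2, 100 without its replicate 3, and 4 without POST TA+ replicate 2. It was 0 without POST TA+ replicate 3 in edgeR, where 1625 genes had an unadjusted p under 0.05. DESeq2 gave 181 from all 12 EV and POST libraries. The POST groups fitted alone gave 1 DEG, and 126 with the replicate number as a block, both chosen after seeing the data.

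**Figure D2:**
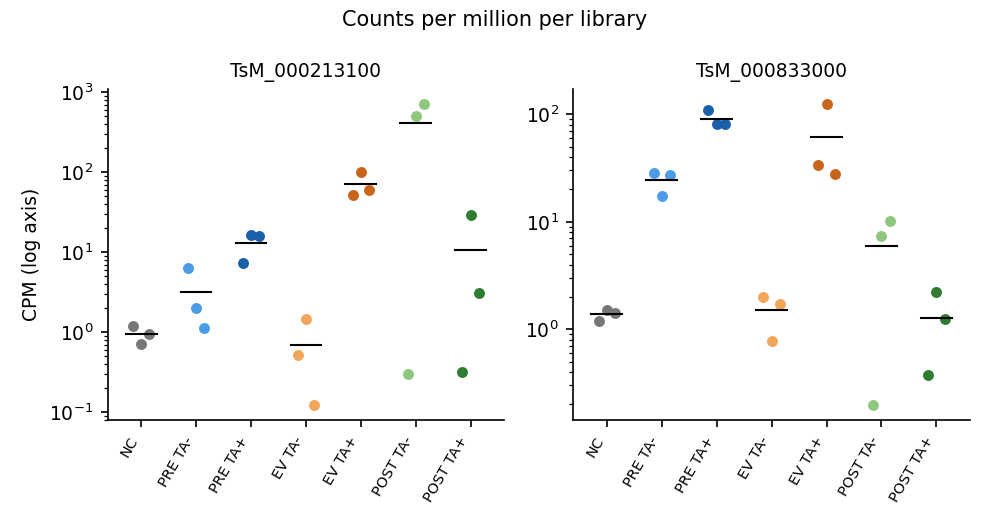
Level of TsM_000213100 and TsM_000833000 in each library (CPM, log axis), by group. Points are libraries (3 per group, replicates 1 to 3 from left to right) and lines are means; TsM_000213100 lies at 0.297 CPM in POST TA- replicate 1 and at 713 CPM in replicate 3.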

Within the EV-POST cluster, two replicates of POST TA- and two replicates of POST TA + grouped with the EV TA + parasites, while one POST TA- and one POST TA + replicate clustered with the EV TA- group, pointing at transcriptional heterogeneity among the POST parasites.

After quality control with FastQC, only 8.60 ± 5.61% of the reads had to be trimmed due to quality adapter sequence contamination and low read quality (phred + 33 < 20). 

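EV TA+ replicate 2 had the most counts in genes, and POST TA+ replicate 3 the fewest. The median library had 10.4 M counts in genes, and the quartiles were 9.68 and 12.6 M. The median was 10.4 M in NC, 9.79 M in EV TA- and 15.4 M in POST TA-. No gene dominated a library: the most abundant gene took 0.717% to 1.32% of the counts. The 10 most abundant genes together took 4.77% to 7.37%, and the 100 most abundant 20.2% to 25.3%.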

An average of 15.89 million mapped reads were counted for each replicate. In addition to that, almost all the detected reads (98.47 ± 0.19%) were uniquely mapped to the reported *T. solium* genome (Fig. 2c).

As an example of pairwise comparison, we generated MA plots of the shrunk fold changes between EV and PRE parasites (±TA). These indicate that most transcripts have mean normalized counts above 10, preventing quantification bias due to high variance. Thus, DEGs will be detected by applying a log_2_(fold change) threshold greater than 1 or less than −1 (Fig. 2d).

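Without TA, 467 genes differed between EV and PRE parasites, 187 higher and 280 lower in EV. With TA, 917 genes differed, 422 higher and 495 lower in EV. Without TA, TsM_001069300 rose from 22.2 ± 4.69 to 380 ± 351 CPM (SD, n = 3), a log2 fold change of 4.11 (standard error 0.82, adjusted p = 0.00415 from edgeR). TsM_000691800 rose from 0.388 ± 0.114 CPM, with a log2 fold change of 4.66 (adjusted p = 0.00908 from edgeR). TsM_000972300 fell from 6.41 ± 3.98 to 0.366 ± 0.268 CPM, and TsM_000833000 fell from 24.7 ± 6.03 CPM, with log2 fold changes of -4.07 and -4.06 (adjusted p = 0.00143 and 0.00402 from edgeR). Without EV TA- replicate 2 the changes of TsM_001069300 and TsM_000691800 were 3.16 and 3.31, and without EV TA- replicate 1 that of TsM_000972300 was -4.76. Over all alternative settings tallied, which include DESeq2's shrunk fold changes, the smallest changes of these 3 genes were 2.21, 1.65 and -2.37. The smallest of TsM_000833000 was -1.87. With TA, TsM_001212900 rose from 1.75 ± 0.608 to 49.9 ± 30.9 CPM, a log2 fold change of 4.81 (adjusted p = 2.62e-04 from edgeR), or 4.19 without EV TA+ replicate 2. TsM_000767500 rose from 0.214 ± 0.275 to 13.1 ± 16.6 CPM, with 32.8 CPM in EV TA+ replicate 2 and 3.81 and 3.23 CPM in replicates 1 and 3. Its log2 fold change of 5.85 (adjusted p = 0.00553 from edgeR) was 3.86 without EV TA+ replicate 2, 7.76 without PRE TA+ replicate 2 and 5.25 without PRE TA+ replicate 1. DESeq2 gave it no adjusted p (log2 fold change 5.91, or 1.76 when shrunk), and it did not pass with EV TA+ and PRE TA+ fitted alone, chosen after seeing the data (adjusted p = 0.0567 from edgeR). TsM_000276000 fell from 22.1 ± 5.96 to 0.723 ± 0.235 CPM, a log2 fold change of -5.02 (adjusted p = 1.75e-06 from edgeR). TsM_000368100 fell from 1.23 ± 0.449 CPM to no count and was at least 18.1-fold lower (adjusted p = 3.31e-04 from edgeR). Over the alternative settings tallied, which include DESeq2's shrunk fold changes, its smallest log2 fold change was -1.998. Of the genes called in both arms, 99 were higher in both, 111 lower in both and 9 opposite, where independent lists would share 7.87, 13.8 and 21.0. Across 10026 genes, which are not independent replicates, the log2 fold changes of the 2 arms had a Pearson r of 0.504 and a Spearman rho of 0.474, and r was 0.309 without the filter on low counts.

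**Figure D3:**
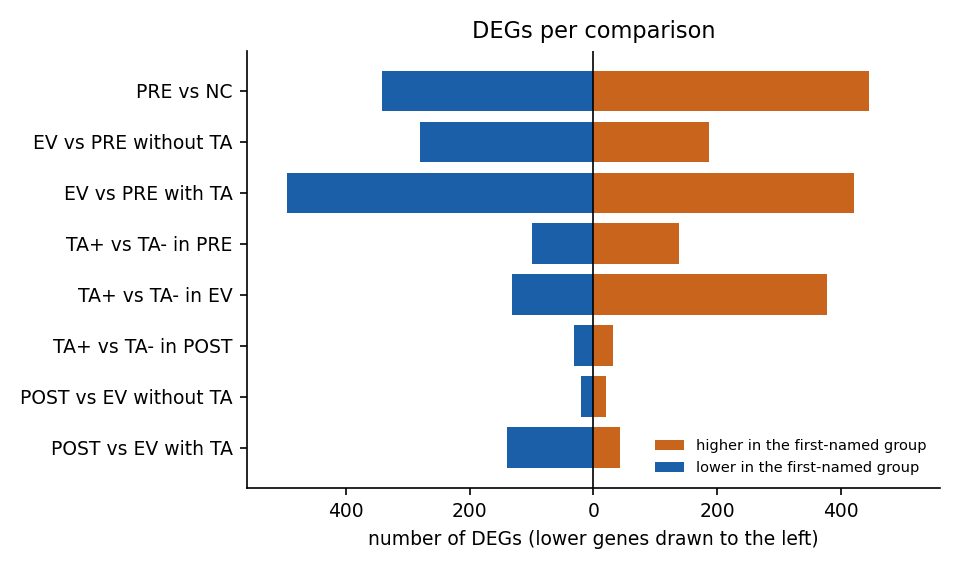
Number of DEGs in each of 8 comparisons (horizontal axis), with genes higher in the first-named group drawn to the right and genes lower drawn to the left. EV vs PRE with TA has the most, 422 higher and 495 lower.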

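Over the PRE and EV libraries, 9896 of 12356 genes (80.1%) had a mean normalized count above 10. They made up 84.9% of the 11661 genes with at least 1 count in these libraries. The other 1765 detected genes were at or under 10. Of the DEGs between EV TA- and PRE TA-, 456 (97.6%) were above this level, and their median mean count was 330. Of the DEGs between EV TA+ and PRE TA+, 888 (96.8%) were above it, with a median of 232. Only the 10026 genes that passed the filter on low counts could be DEGs, so the high shares among DEGs are largely set by that filter. The counts were scaled by DESeq2's size factors.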

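Without a fold threshold, 3195 genes passed the adjusted p between EV TA- and PRE TA-, 1617 higher and 1578 lower. Between EV TA+ and PRE TA+ 4545 passed, 2342 higher and 2203 lower. The fold threshold of the paper kept 14.6% and 20.2% of them. Changes beyond 4-fold were found in 79 genes without TA (32 higher, 47 lower) and 153 genes with TA (88 higher, 65 lower). With shrunk fold changes from DESeq2, as the MA plots show them, 383 and 760 genes passed both thresholds. With edgeR's test against the fold threshold itself, 87 genes passed without TA and 244 with TA.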

## Data Availability

Scripts and files used for processing, analysis, and visualization of this transcriptome have been deposited in Zenodo (10.5281/zenodo.14814788)^37^.

How the deposited data were processed for this re-analysis (not part of the article)

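RNA-seq counts of T. solium parasites were analysed in 21 libraries: NC, and PRE, EV and POST with and without TA, each with 3 libraries of 4 pooled cysts (84 cysts in all). The authors trimmed reads with BBDuk, mapped them with Rsubread and made the deposited table of raw counts per gene on WormBase ParaSite gene models, and they name DESeq2 1.40.2 for their later steps. The values are whole-number counts in genes, not normalized, and 588 of 12356 genes are 0 in all libraries. Libraries were grouped by the paper's labels. The sample labels name the whole cyst as tissue, while the paper's Methods describe the removal of the vesicle.

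Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr, robust quasi-likelihood fit and test, Benjamini-Hochberg). Separate fits covered NC and PRE (9 libraries, 10002 genes tested), PRE and EV (12 libraries, 10026 genes) and EV and POST (12 libraries, 9998 genes), because the paper describes POST as more variable. The comparisons were PRE against NC, EV against PRE and POST against EV in each TA arm, TA+ against TA- in each phase, and the interactions of TA with EV against PRE and with POST against EV. A DEG has an adjusted p under 0.05 and a log2 fold change above 1 or below -1. Common biological coefficients of variation were 8.97%, 11.8% and 20.8% in the 3 fits. A fold against a group without counts is given as a bound against 3 counts over the group, which covers counting error only.

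The comparisons, the alternatives and the rule for named genes were fixed before the data were examined. The rule names, for each comparison, the 2 largest rises and the 2 largest falls in log2 fold change among DEGs whose groups do not overlap (among interactions, no overlap is asked), since the files do not pair identifiers with names: none of the 12356 identifiers matched the table of locus tags. For the same reason the planned gene lists, tissue markers and their camera tests were not run. The functional annotation that the paper lists in its own repository was not used.

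PCA used the 500 most variable genes of DESeq2 1.42.0 variance-stabilized counts (blind), and distances, PERMANOVA and clustering (complete linkage) used all genes. PERMANOVA used 100000 permutations of phase within TA arm and all 8000 exchanges of TA within phase. The share of genes above a mean normalized count of 10 used DESeq2's size factors. The paper's text names neither the linkage nor the adjusted p.

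Alternatives were DESeq2, RLE factors, no filter on low counts, a filter at a mean of 10, all 21 libraries in a fit, the adjusted p alone, glmTreat, shrunk fold changes, the replicate number as a block, each library left out in turn, and other gene sets, transformations and linkages. Whether equal replicate numbers pair the libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. All 3 correlations exceeded 0.1 between PRE TA- and EV TA- (0.260, 0.143 and 0.259) and between POST TA- and POST TA+ (0.740, 0.382 and 0.368). Between the groups of the other comparisons not all 3 did. Those between PRE TA- and PRE TA+ came close (0.112, 0.0968 and 0.209), so a pairing is not excluded there. In a check added after seeing the data, the difference between replicates 2 and 3 had an r of -0.0221 between POST TA- and POST TA+, so the correlations there rest on replicate 1. No source used here states that the numbers pair the libraries, so the block was kept as an alternative.

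The depth was 6.86 to 23.3 M counts in genes per library. The fits were tested on simulated data with the mean counts of these libraries and the fitted trend of their spread with mean count. Of 100 genes changed 3-fold, 92 to 100 were called DEGs in each comparison of 2 groups. Of 100 genes changed 6-fold, 99 to 100 were called, with 0 to 6 calls among unchanged genes. This recovery holds only for data simulated with that spread. The simulation leaves out the departure of single genes from the trend and deviations shared by the genes of a library. Its shares can therefore be too favourable for every fit. With single real libraries left out, the DEGs for TA in POST ran from 0 to 478. Those for POST against EV without TA ran from 0 to 754. The simulation therefore cannot tell what share of real changes was found among the POST libraries.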

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

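The tests in this part were set before their results were seen, except the share of genes with the same direction in POST TA-, which was chosen only after. Groups of 3 libraries were not searched for single outlying libraries.

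The change from PRE to EV differed between the TA arms in 524 genes, and a test of the interaction showed this difference between groups. Of 100 splits drawn of the TA labels within PRE and within EV, only the real one (1 of 100) gave as many, but this is no test of the interaction, since exchanged labels also remove the TA effect within each phase. The highest of the other splits, 497 genes, kept the EV labels and mixed the arms in PRE, and lies inside the range without single libraries (439 to 584). By adjusted p and fold, 239 genes differed between the TA arms in PRE and 509 in EV, where TA and time in culture cannot be told apart.

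The change from EV to POST differed between the TA arms in 12 genes, 8 with a more positive change with TA. TsM_001042400 averaged 71.2 ± 11.9 CPM in EV TA- and 153 ± 37.5 CPM in EV TA+ (SD, n = 3), but 35.3 ± 4.09 CPM in POST TA- and 11.2 ± 2.83 CPM in POST TA+, an interaction of -2.75 (adjusted p = 0.00978 from edgeR) that was lost without EV TA- replicate 1 or 2 (highest adjusted p 0.0708). TsM_001007400 (1.72), TsM_000647100 (1.62) and TsM_000846200 (-1.58) each had an adjusted p of 0.0465 from edgeR and were lost without most single libraries, TsM_000647100 and TsM_000846200 also with RLE factors or no filter on low counts and TsM_000647100 with the replicate block. The count was 1222 without POST TA- replicate 1, 2 without its replicate 2 and 7 without its replicate 3. It was 2 without POST TA+ replicate 1, 2 without its replicate 2, 1 without its replicate 3, 1 without any EV TA+ replicate and 32 without EV TA- replicate 3. It was 0 in edgeR without EV TA- replicate 1 or 2, where 2061 and 1789 genes had an unadjusted p under 0.05. DESeq2 gave 513 from all 12 EV and POST libraries. In the larger counts most changes were more negative with TA: 803 of the 1222, 370 of the 513, and 493 of 702 with all 21 libraries in a fit. Of 100 splits, 3 gave 12 genes or more, which for the reason above is no test of the interaction. The highest, which kept the EV labels and set POST TA- replicate 2 and POST TA+ replicates 2 and 3 against the others, gave 303 genes, several times the real count. The 8 drawn splits that kept the EV labels and mixed the arms in POST ran from 0 to 303 genes. As the highest of them, and because it also carries the TA effect in EV, this count decides nothing about the POST libraries. The third split, with 107 genes, kept the EV labels and exchanged the arms in POST.

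Fewer genes were DEGs for TA in POST (64) than in EV (509), by a margin that depends on the fit and on a library: 223 and 360 with all 21 libraries in a fit, 181 and 521 under DESeq2, and 478 in POST without POST TA- replicate 1. If the TA effect were unchanged and only hidden by the larger spread of POST libraries, the effect in POST would follow that in EV with a slope near 1 across genes. The slope was -0.0932 after correction for the error of the EV estimates. With single libraries left out it ran from -0.506 (without POST TA- replicate 1) to 0.148 (without POST TA+ replicate 1). These values lie far from 1 and argue against an unchanged effect, but only weakly. Single POST libraries also differed along the EV difference. The mean distances to EV TA- and EV TA+ were 48.5 and 75.4 for POST TA- replicate 1, and 72.8 and 62.1 for its replicate 2. A standard error of the slope was not computed. A biological candidate explanation, that parasites without TA reach later the expression that TA parasites show at EV, stays open: 53.2% of the 509 genes (271) differed between POST TA- and PRE TA- in the direction of TA (48.9% of the 378 raised and 65.6% of the 131 lowered by TA), 42.2% without POST TA- replicate 2 and 66.8% without POST TA- replicate 1, and an earlier version with 360 genes from a fit of all libraries gave 49.7%. The spread between POST TA- libraries keeps it open, and the time of collection was not tested.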

How the results depend on the processing

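The counts of DEGs among NC, PRE and EV kept within 1.5 times their value under DESeq2, RLE factors, no filter on low counts, a mean count above 10 and the replicate block (470, 935, 243, 522, 557 and 782 with the block, in the order EV against PRE without and with TA, TA in PRE, TA in EV, their interaction, PRE against NC; 65, 37, 228 and 13 for TA in POST, POST against EV without and with TA, their interaction). Shrunk fold changes, run for EV against PRE alone, gave 383 without and 760 with TA. The counts for POST changed with most settings. Settings chosen after seeing the data were: both POST libraries numbered 1 left out, groups fitted alone, and POST libraries alone with the block. Where no reason is given, the cause was not tested.

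In those orders, the adjusted p alone, a looser rule, gave 3195, 4545, 1724, 2580, 1859 and 5340, then 161, 103 and 497, and left the last at 12. The stricter glmTreat gave 87, 244, 11, 105, 47 and 326, then 0, 0, 1 and 0, where it had 96, 138, 165 and 351 genes at an unadjusted p under 0.05. DESeq2 gave 181 for TA in POST (86 higher), 239 for POST against EV without TA (161 higher, against 20 of 40), 336 with TA (88 higher) and 513 for their interaction (143 higher, against 8 of 12). That interaction had 7 genes with RLE factors and 6 without a filter. All 21 libraries in a fit gave 159 for TA in PRE, 268 for the interaction with EV against PRE, 223 for TA in POST, 322 and 388 for POST against EV without and with TA, and 702 for their interaction. Without both POST libraries numbered 1 the last 4 were 292, 836, 286 and 968. Groups fitted alone gave 1 for TA in POST, and for POST against EV 0 without TA (edgeR, 1277 at an unadjusted p under 0.05) and 350 with TA. POST libraries alone with the block gave 126 for TA.

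With single libraries left out, the ranges were 418 to 524 (EV against PRE without TA), 852 to 938 (with TA), 146 to 286 (TA in PRE, lowest without PRE TA+ replicate 1), 386 to 662 (TA in EV), 439 to 584 (interaction), 772 to 824 (PRE against NC), 0 to 478 (TA in POST), 0 to 754 and 16 to 112 (POST against EV without and with TA) and 0 to 1222 (interaction); the 0 counts are edgeR's, with 1625, 2130 and 2061 genes at an unadjusted p under 0.05. A group left with 2 libraries rests on the spread of the others.

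The correlation between the arms was 0.362 under DESeq2 and 0.309 without a filter. The variance of PC1 and PC2 was 82.2% with 100 genes, 69.0% with 1000, 55.2% with all, 71.7% with log2 CPM and 72.2% to 75.0% with a library left out. At 2 clusters, 9 libraries instead of 14 lay with NC under average linkage, under Ward linkage and with log2 CPM. PERMANOVA and the distance ratio of POST stayed at p under 0.05 on log2 CPM and on 500 genes. Of 341 values of the 24 named results among NC, PRE and EV, 322 stayed past both thresholds, and of 247 values of the 16 for POST, 146 did; none reversed. The 3 values without an adjusted p from DESeq2 count as not past. The tally leaves out glmTreat, the adjusted p alone and any fit whose filter removed the gene. The gene lists and camera were not run, since the files used here do not pair identifiers with names.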

Differences from the paper's values

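The variance of PC1 and PC2 was 73.4% here, against the paper's 73.35%. The paper's mean, median and range of depth are in mapped reads, an unlike measure to the counts in genes used here. They lie within 1.5 times of those counts, which is no test of either. The paper states that NC and PRE parasites were clearly distinct from EV and POST parasites, which form a cluster together. With complete linkage on variance-stabilized counts of all genes, the highest division of the tree instead put 14 libraries with NC: the 9 of NC and PRE, the 3 of EV TA-, and replicate 1 of POST TA- and of POST TA+. Under average linkage, Ward linkage and log2 CPM, alternatives set before the data were examined, 9 libraries lay with NC, those of NC and PRE, as the paper states. With the 500 most variable genes, also set before, and with counts stabilized with knowledge of the groups, chosen after seeing the data, 14 did. In all of these settings NC and PRE formed a branch, PRE TA- and PRE TA+ formed separate branches, 4 POST libraries joined EV TA+ and the 2 numbered 1 joined EV TA-, as the paper states. EV TA+ formed a branch in all of them, and EV TA- in all except average linkage and the counts stabilized with knowledge of the groups.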

Other observations

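The tests of library size, of a wrong or exchanged label (by distance and by place on a line) and of a shared collection or handling were chosen only after the result was seen, and so were the fits without the POST libraries numbered 1.

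Part of the difference between the TA arms at 6 h was seen again at EV, where TA and time in culture cannot be told apart. Of the genes called for TA in both PRE and EV, 73 were higher with TA in both, 7 lower in both and 6 opposite, where independent lists would share 5.24, 1.31 and 5.59. The log2 fold changes had a Pearson r of 0.232 and a Spearman rho of 0.0864 across 10026 genes, which are not independent replicates. No library is shared between these comparisons.

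From EV to POST, 183 genes differed with TA, 43 higher and 140 lower in POST, and 40 without TA, 20 in each direction. With TA, TsM_000463200 rose from 44.5 ± 17.9 to 186 ± 33.5 CPM (SD, n = 3), a log2 fold change of 2.06 (adjusted p = 0.00542 from edgeR). It stayed past the thresholds in all 14 settings tallied, which leave out glmTreat. TsM_000875400 had a log2 fold change of 2.74 (adjusted p = 0.0475 from edgeR), TsM_000833000 of -5.68 (adjusted p = 0.0220 from edgeR; -4.65 without EV TA+ replicate 2, -6.47 without POST TA+ replicate 2) and TsM_001066300 of -5.78 (adjusted p = 0.0319 from edgeR; -5.17 without EV TA+ replicate 1, -4.92 and -6.39 without POST TA+ replicates 1 and 3), each lost when any POST TA+ replicate was left out. The first and the last of these 3 were also lost without any single EV TA+ replicate and the second without EV TA+ replicate 2, and TsM_000875400 also with the replicate number as a block and without both POST libraries numbered 1. Without TA, the genes were TsM_000402500 (3.18), TsM_001019400 (2.46, or 3.08 without EV TA- replicate 3), TsM_001140300 (-1.91) and TsM_000576400 (-2.35, or -3.27 without POST TA- replicate 3), with adjusted p from 0.0317 to 0.0465 in edgeR, each lost when any single EV TA- replicate or POST TA- replicate 2 was left out or the groups were fitted alone, and all but TsM_000576400 without POST TA- replicate 3 and TsM_001140300 with RLE factors. The count with TA was 68, 16 and 112 without EV TA+ replicates 1, 2 and 3, and 40, 50 and 57 without POST TA+ replicates 1, 2 and 3. Without TA it was 754 without POST TA- replicate 1 (509 higher and 245 lower in POST), 322 with all 21 libraries in a fit (225 higher and 97 lower) and 7 without its replicate 3. It was 0 in edgeR without its replicate 2 and without each EV TA- replicate, where 1441 to 2130 genes had an unadjusted p under 0.05. DESeq2 gave 239 from all 12 EV and POST libraries.

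Replicate 1 of POST TA- and of POST TA+ lay 1.60 and 1.58 times as far from replicates 2 and 3 as these lay from each other. The ratios were 1.58 and 1.72 after all libraries were thinned to the smallest total, which argues against library size as the cause. An exchange of labels with EV TA- libraries is argued against: on a line over all tested genes from 2 EV TA- libraries (0) to POST replicates 2 and 3 of the arm (1), the third EV TA- library lay at 0.0541 to 0.196 for POST TA- and at 0.121 to 0.307 for POST TA+, far from the POST end. A wrong label without an exchange stays open, though the paper's 12 cysts per group give only 3 EV TA- libraries of 4 cysts. On that line replicate 1 lay at 0.0341 to 0.102 in POST TA- and at 0.309 to 0.351 in POST TA+. Its mean distances to the EV TA- libraries, 48.5 and 45.6, lie on both sides of the largest distance inside EV TA-, 46.1. A shared collection time (120 h or 48 to 120 h in the sources), plate or handling and a shared state of development also stay open: the deviations of the libraries numbered 1 from their group means had an r of 0.740 across genes, but this restates that they lie together.

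For PRE against NC, the real split was the only one of 84 (1) to give 787 DEGs or more. This share is under 0.05 and the smallest that 84 splits allow. The highest other, 497, set PRE TA+ against NC and PRE TA-. The comparisons of 3 with 3 libraries have 10 splits, too few for a share under 0.05. The real split and the highest other gave 467 and 0 (EV against PRE without TA), 917 and 0 (with TA), 239 and 0 (TA in PRE), 509 and 0 (TA in EV), 64 and 4 (TA in POST), 40 and 3 and 183 and 0 (POST against EV without and with TA) in edgeR. At an unadjusted p under 0.05 the other splits reached 1099, 482, 517, 1663, 2665, 2456 and 214 genes in that order, against 4252, 5309, 3163, 3798, 2071, 2382 and 2273 for the real ones, so that for TA in POST and for POST against EV without TA another split reached more genes than the real one. Where the numbers pair the libraries, 4 of the 10 splits part all 3 pairs. The others among these gave 0 for EV against PRE without TA, for TA in PRE and for TA in POST. The 4 DEGs for TA in POST came from a split that parts 1 pair.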
